A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

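Array CGH was performed by the authors on genomic DNA from tails of a sire, a dam and 6 F1 mice, each hybridized against the same male reference on 2 custom arrays with swapped dyes, 1 array per slide. The dye of each channel was taken from the labels. The arrays were designed by the authors with autosomal probes and a small number of sex-linked probes. Per the file headers, images were processed with Agilent Feature Extraction version 10.7.1.1 under a CGH protocol, in the mm9 build. The headers name another scanner model than the study's methods.

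The deposited scanner files hold spot intensity values for the red (Cy5) and green (Cy3) channels, background-subtracted and linearly dye-normalized by the software. Per the file headers, the deposited files also hold log10 ratios of red over green, computed by the software from these signals. The deposited value table is on a log2 scale. All 16 of its columns differed by at most 5.6e-07 from the log2 form of the scanner's ratio, with the sign of the reference over the animal, over 964482 values each, so scale, centring and direction are known. Its column medians ranged from -0.01 to 0.008.

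Of 973116 spots per array, 966371 were not controls. Each spot's log2 ratio was computed from the processed signals and turned to animal over reference. Spots marked as outliers by the software, from 124 to 245 per array, were left out and saturated spots were kept. Spots of the same probe were averaged, and each array was centred on its autosomal median, which moved it by -0.008 to 0.01. No loess or quantile step was used. The median background-subtracted signal ranged from 75.6 to 117 in green and from 79.1 to 144 in red. Spots well above background made up 75.9% to 99.8% in green and 99.1% to 99.9% in red. The SD of differences between neighbouring probes divided by the square root of 2 ranged from 0.24 to 0.35.

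The limits of the positivity rule were those of the study's methods: a size of the log2 ratio over 0.8 in both orientations, or over 0.5 in both at adjacent probes. The same sign in both orientations was also required here, a condition that those methods do not state. The rule was applied to autosomal probes. Positive probes of the same sign were joined across at most 2 non-positive probes. A region was de novo when no probe of it was positive with the same sign in the sire or the dam. A parental region counted as present in an F1 mouse when at least 50% of its positive probes were positive there. The 2 arrays of an animal are technical repeats of the same DNA and counted as 1 sample. No p-value was computed for counts. Values after ± are SDs over probes unless another spread is named. The study's second array CGH and quantitative PCR were not used here.

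Named regions followed a rule set before the data were examined: de novo regions of 2 or more probes, the 10 largest 1-probe candidates, the 10 largest regions positive in a parent and in 1 to 5 F1 mice, and those positive in all animals. The 1-probe regions beyond the few named were summarised. The rule also named Stra8, Tfrc and preset gene lists. They were not tested here, because the annotation given is GRCm38, in which 6077 of the probes lie past the ends of their chromosomes, and positions were not converted between builds. Loci were also formed, after the data were seen, by joining positive probes of any animal across up to 10 probes and keeping those with at least 5.

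The calling was tested on simulated data with losses and gains planted in the measured noise of each F1 mouse, 100 per size over 950622 autosomal probes. Losses of -0.86, the step of the X probes of the dam, were found in 24 to 32 of 100 cases at 1 probe, in 72 to 88 at 2 probes and in 99 or 100 at 6 probes. Gains of 0.50 were found in 40 to 62 of 100 cases at 20 probes, so the rule reached single-copy gains poorly. A case counted as found when at least 1 of its probes was called. Calls of 3 or more probes were made for 83 to 97 of 100 losses at 6 probes and for 7 to 17 of 100 gains at 20 probes.

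Alternatives were stricter and looser thresholds, the mean or 1 orientation, normexp background correction with limma version 3.58.1 in R version 4.3.3, the software's own ratios, the deposited value table, a running median along chromosomes, mean centring, outlier spots kept, a filter on dim probes, other joining, stricter absence in the parents, windows of 5 probes and each F1 mouse left out. Normexp used median signals, since the mean signals were not used here. It added a constant offset to both channels, which shrinks log2 ratios, while the limits of the rule stayed the same. Further alternatives chosen after seeing the data were the removal of each probe's dye effect, leaving out F1 mice 5 and 6, and requiring the other animals to be within 0.4 of 0. Analyses used Python with numpy version 2.4.6, pandas version 2.3.3, scipy version 1.17.1 and matplotlib version 3.10.9.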

Results

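Genomic DNA from the tails of 8 mice of 1 family was analysed by array comparative genomic hybridization (array CGH), which measures the DNA copy number of an animal against a reference at each probe. The family was of the C57BL/6J/Nrs strain and consisted of a sire, a dam and 6 F1 mice. Each animal was hybridized against DNA of the same male reference mouse on 2 arrays with the dyes swapped, which made 16 arrays. The title of the series names males exposed to gamma-rays at 20 mGy per day for 400 days. The study lists a mouse of this family in its irradiated group, whereas the design text of the series calls this sire non-irradiated. No other family was analysed here, so irradiated and non-irradiated families were not compared, and each animal stood alone with no replicate animal. The arrays held 950622 autosomal probes with a median spacing of 2053 bp, 68 X probes and 23 Y probes. All positions are in the mm9 build, and all log2 ratios are of the animal over the reference. A single-copy loss over 2 copies has a log2 ratio of -1 in theory and a 3-copy gain has 0.58. The number of arrays, 2 per animal, limited the precision of every value.

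The sex-linked probes checked the labels of the parents. In the dam, the mean log2 ratio over the X probes was 0.86 ± 0.16 (SD over probes), and that over the Y probes was -1.66 ± 1.04. In the sire, the means were 0.02 ± 0.22 for X and -0.25 ± 0.33 for Y. Among the F1 mice, F1 mouse 5 had 0.91 ± 0.18 for X and -1.78 ± 1.03 for Y, and F1 mouse 6 had 0.85 ± 0.21 for X and -1.32 ± 0.95 for Y. F1 mice 1 to 4 had X means between -0.03 and 0.02 and Y means between -0.13 and 0.07. With normexp background correction, the means of the dam were closer to 0, at 0.54 for X and -0.52 for Y. Whole-chromosome shifts of the 19 autosomes were small in all 8 animals. Their means ranged from -0.01 for chromosome 3 of F1 mouse 6 to 0.01 for chromosome 18 of F1 mouse 4.

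The first comparison asked how many probes differed from the reference in each animal. A probe was positive when both arrays of the animal passed 0.8 with the same sign, or when 2 adjacent probes passed 0.5 in both arrays. The sire had 62 positive losses and 157 positive gains, and the dam had 106 losses and 48 gains. The number of positive probes was 156 in F1 mouse 1, 96 in F1 mouse 2, 80 in F1 mouse 3, 135 in F1 mouse 4, 325 in F1 mouse 5 and 708 in F1 mouse 6. The median over the 8 animals was 155. Of 1573 probes positive in any animal, 1411 were positive in 1 animal alone and 0 were positive in all 8 animals. Sire and dam were scanned on 1 day, F1 mice 1 and 2 on another and F1 mice 3 and 4 on another, with medians of 186.5, 126 and 107.5 positive probes. F1 mice 5 and 6 were each scanned on a day of their own. They were also the only F1 mice with X and Y means near those of the dam. Animal, scan day and sex could therefore not be told apart for their higher counts. The 2 arrays of an animal correlated negatively across autosomal probes after the sign was turned, with Pearson's r from -0.45 to -0.31, and probes are not independent replicates. Arrays of different animals in the same dye orientation correlated positively, with r from 0.26 to 0.54. After removal of each probe's dye effect, averaged over the other animals, r between the 2 arrays of an animal was -0.12 to -0.03. Most of the negative correlation thus went with a dye effect shared by the animals. No animal had a positive r without it, but the correction itself lowers r. The same estimate was taken from 1 array and added to the other, so its error enters them with opposite signs. The sign of the remaining r therefore says nothing about how well the 2 arrays match. Without the 15.3% of autosomal probes that were not well above background in the reference channel on at least 1 array, the median fell to 57.5 positive probes. The array with F1 mouse 6 in Cy5 largely set this filter. Its reference channel had 85.1% of spots well above background, against 98.1% or more on every other array.

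The second comparison was the family analysis, which asked for de novo regions, positive in an F1 mouse and in neither parent. It gave 1207 candidates in the 6 F1 mice, of which 827 were losses and 380 were gains. Nearly all of them, 1184, consisted of 1 probe. With normexp background correction there were 20 candidates, and without the dim probes there were 138. The dim probes were set largely by 1 array of F1 mouse 6. Normexp also shrank the X mean of the dam from 0.86 to 0.54 under unchanged limits, so its lower count is not a measure of false calls alone. The candidates numbered 84 in F1 mouse 1, 73 in F1 mouse 2, 66 in F1 mouse 3, 111 in F1 mouse 4, 278 in F1 mouse 5 and 595 in F1 mouse 6. By comparison, the sire had 140 regions positive in no other animal and the dam had 98. Pairs made of an array of 1 F1 mouse and the opposite-dye array of another F1 mouse gave a background. The mice are siblings and can share inherited changes, so it was not a background of noise alone. Over 30 such pairs the median was 107 candidates of 1 probe, against a median of 95.5 for the true pairs of the 6 mice. F1 mice 5 and 6, with the highest counts, enter a larger share of the mismatched pairs than of the true pairs. The 2 medians are therefore not over like sets of mice. The count of 1-probe candidates lay within the range of the mismatched pairs in F1 mice 1 to 4, with or without the pairs that held an array of F1 mouse 6. In F1 mouse 5 it was 274, and the mismatched pairs reached 583 with F1 mouse 6 but gave only 93 to 186 without it, a split made after the values were seen. In F1 mouse 6 it was 584 against a highest mismatched count of 583. On the 2 arrays of F1 mouse 6, 75.9% and 85.1% of the probes were well above background in the green channel, against 97.8% or more on the other 14 arrays. The SD of neighbouring probes was 0.35 and 0.34 on these 2 arrays, 0.30 on both of F1 mouse 5 and at most 0.29 on the others. In total, 612 candidates were left without F1 mouse 6. The study's second array CGH and quantitative PCR, which test such candidates, were not analysed here.

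**Figure D1:**
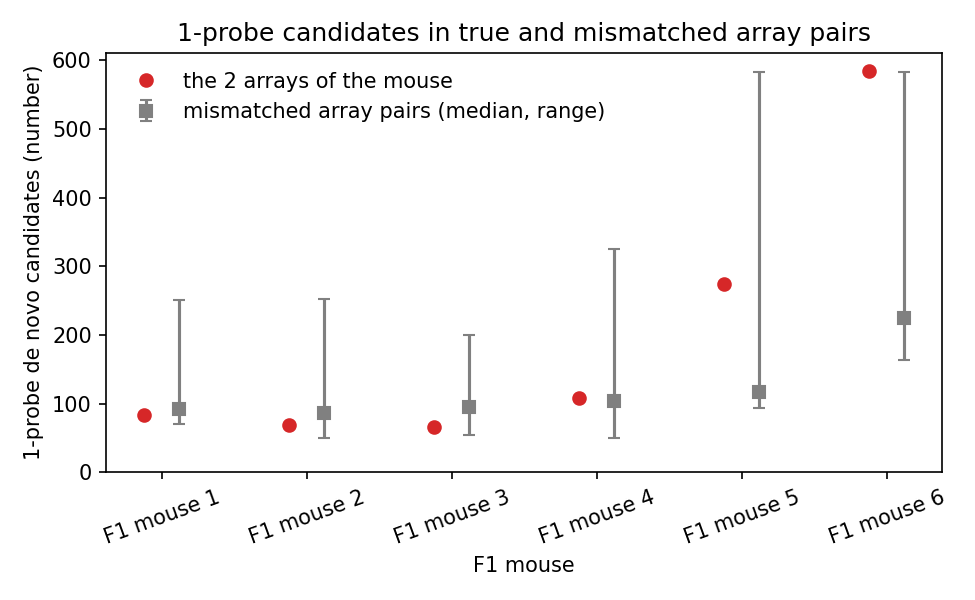
Number of de novo candidates of 1 probe (y axis) in each F1 mouse (x axis), for the 2 arrays of the mouse and for 10 mismatched pairs that include 1 of its arrays, with bars from the lowest to the highest count. F1 mouse 6 had 584 candidates with a mismatched median of 225.5, and F1 mouse 4 had 108 with a mismatched median of 104.5.

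The de novo region with the most positive probes was a loss in F1 mouse 4 on chromosome 6 from 34881134 to 34890887. It held 6 adjacent positive probes, spanned 9754 bp and lay between flanking probes 12727 bp apart. Its mean log2 ratio was -0.88 ± 0.19 (SD over 6 probes), with -0.89 when the mouse was labelled with Cy3 and -0.87 with Cy5. The other 7 animals had a mean of -0.0007 ± 0.05 (SD) there and lay between -0.07 and 0.08. An exact permutation of 1 animal against 7 cannot give a p below 0.125. Among 950527 windows of 6 probes, no other in F1 mouse 4 was as low in both orientations. The dam and F1 mouse 6 each had 3 windows as low, all overlapping on chromosome 3 between 25411603 and 25459478, and the other 5 animals had 0. The lowest windows of F1 mice 2 and 5 came near, at -0.86 and -0.85 in the weaker orientation. Window length and limit were taken from the chromosome 6 region, itself chosen as the largest call. Its rank in F1 mouse 4 therefore partly repeats the choice. The study lists a deletion with the same number of first-array probes on chromosome 6 in this mouse, involving Stra8, a gene needed for entry into meiosis. Its coordinates are numerically close but in another build, and the 2 positions were not matched here. At 1 of the 6 probes the Cy3 array of the sire was at -0.78 and its Cy5 array at 0.37, so the region was lost when no parental array was allowed past 0.5. With normexp background correction, 2 of the 6 probes stayed positive, and the mean over all 6 was -0.65 ± 0.23 (SD over probes). The limits were unchanged, although the X mean of the dam was only 0.54 with this correction.

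**Figure D2:**
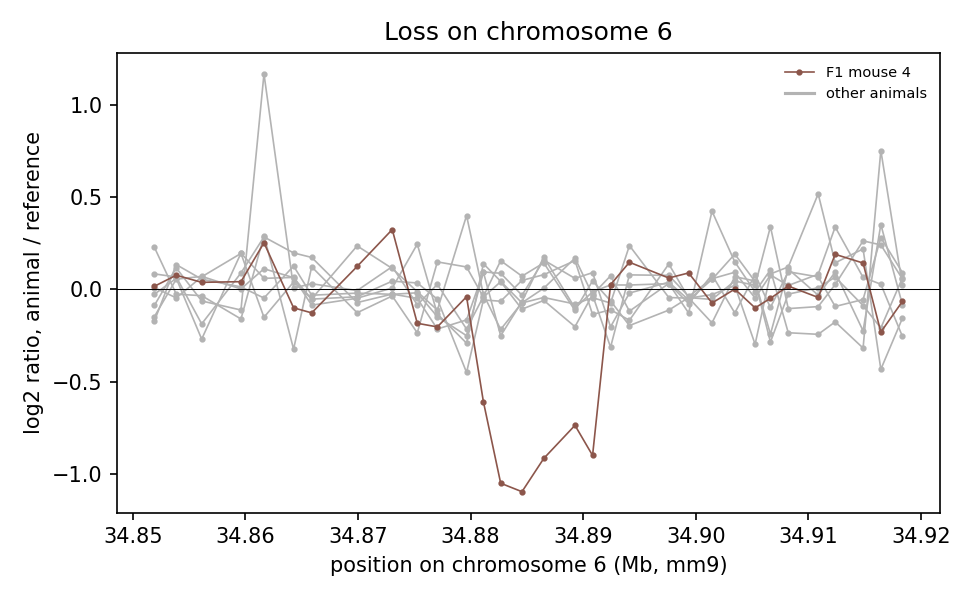
Mean log2 ratio of both orientations (y axis) at each probe against position on chromosome 6 in Mb (x axis) for F1 mouse 4 and, in grey, the other 7 animals. The 6 probes of F1 mouse 4 averaged -0.88 and the other animals lay between -0.07 and 0.08 over the region.

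A region of 4 probes was also called de novo in F1 mouse 4, on chromosome 12 from 56206223 to 56210023, with a mean of -0.75 ± 0.25 (SD over 4 probes). The dam was at -0.68 there and F1 mouse 2 at -0.63, past 0.5 in size on average, but 0 of the 4 probes in the dam and 1 in F1 mouse 2 met the rule for both arrays, so this call did not separate F1 mouse 4 from its dam. F1 mouse 2 had de novo calls of 2 probes at chromosome 12 from 56200459 to 56202343 and from 56246207 to 56247507, where the dam was at -0.53 and -0.72. These chromosome 12 calls of both mice lay within a loss of 25 probes that averaged -0.64 in the dam. The chromosome 6 region and the region of 4 probes were the only 2 regions of 3 or more probes called de novo. Shuffling the probe order in the same way in all animals, repeated 50 times, gave at most 1 such region over the 6 mice. Of the 30 mismatched pairs 2 held 1, and that of F1 mice 2 and 4 was on chromosome 12 from 56206223 to 56209659, within the region of 4 probes.

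In total 17 losses and 6 gains of 2 or more probes were called de novo. The losses numbered 1 with strict thresholds, 8 without the dim probes and 94 with loose thresholds. The shuffled order gave a mean of 19.4 regions of 2 or more probes. F1 mouse 6 held 11 of the regions called in the true order, with a shuffled mean of 14.5, so the total hides the other mice. F1 mouse 2 held 4 with a shuffled mean of 0.52 and a highest of 3, and 2 of its 4 were the calls on chromosome 12. F1 mouse 4 held 3 with a mean of 0.82 and a highest of 3. F1 mouse 5 held 4 with a mean of 2.9, F1 mouse 1 held 1 with 0.46 and F1 mouse 3 held 0 with 0.22. Of the losses of 2 probes in the other mice, those of F1 mouse 5 on chromosome 7 from 6913615 to 6915349 and from 46866844 to 46867996 averaged -0.80 and -0.64, and that on chromosome 19 from 4982558 to 4985075 averaged -0.62. A loss of F1 mouse 5 on chromosome 17 from 19255436 to 19262394 was at -0.86, with the dam at -0.69. F1 mouse 1 had a loss on chromosome 11 from 26199488 to 26201941 at -0.59, with F1 mouse 4 at -0.45. F1 mouse 2 had losses on chromosome 1 from 126801514 to 126809680 at -0.82 and on chromosome 9 from 76885040 to 76893161 at -0.53 ± 0.47 (SD) over the 4 probes spanned, 2 of them positive. F1 mouse 4 had a loss on chromosome 7 from 112654324 to 112659647 at -0.58 over the 4 probes spanned. In F1 mouse 6, gains on chromosome 1 from 155020318 to 155022334 and on chromosome 13 from 85445081 to 85448158 averaged 0.95 and 0.76, and a loss on chromosome 4 from 27046259 to 27047719 averaged -0.85. Its other losses averaged -0.70 on chromosome 1 from 95104817 to 95106204, -0.72 on chromosome 5 from 43864342 to 43866374, -0.60 on chromosome 13 from 47771384 to 47774123 and -0.72 on chromosome 18 from 75467644 to 75469743. Its other gains averaged 0.61 on chromosome 7 from 89494787 to 89497042, 0.53 on chromosome 8 from 92718369 to 92719738, 0.62 on chromosome 8 from 102575289 to 102576726 and 0.80 on chromosome 10 from 17445383 to 17448164.

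The 10 candidates of 1 probe with the largest mean size were 7 losses, from -2.17 to -1.86, and 3 gains, from 1.91 to 1.95, in F1 mice 1, 4 and 5. The largest was a loss in F1 mouse 4 on chromosome 11 at 105813537 with -2.17, where the other 7 animals had a mean of 0.44 ± 0.43 (SD). A gain of F1 mouse 4 on chromosome 1 at 134287290 was at 2.90 in the Cy3 orientation and 0.99 in the Cy5 orientation. By a limit chosen after the values were seen, 24 of the 1184 candidates had all other 7 animals within 0.2 of 0, and 20 of these were in F1 mouse 6. Of the 24, 22 were losses, and of the 20 in F1 mouse 6, 19 were losses. Mismatched pairs with an array of F1 mouse 6 had 1 to 30 such candidates, with a median of 6.5. The 1 such candidate of F1 mouse 4 was a loss on chromosome 4 at 50554508 with -1.13, where the other animals lay between -0.07 and 0.15. The study lists a deletion with 1 first-array probe on chromosome 4 in this mouse, and the positions were not matched for the same reason. F1 mouse 4 had 8 losses of 1 probe on chromosome 4, so the chromosome alone does not link the 2. The study's coordinates in its own build lie numerically close to this candidate, but the shift between the builds was not measured.

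The third comparison followed parental differences from the reference into the F1 mice. Of 293 regions positive in a parent, 238 were positive in 0 F1 mice, 55 in 1 to 5 F1 mice and 0 in all 6. Nearly all of these regions held 1 probe. At 1 probe, only 24 to 32 of 100 planted losses and 0 to 3 of 100 planted gains were found in an F1 mouse. Absence of a call in the F1 mice therefore says little about transmission. The largest parental region was a gain on chromosome 4 from 101110482 to 101270535, which covered 74 probes. Its mean log2 ratio was 0.94 ± 0.20 (SD over probes) in the sire, 0.94 ± 0.16 in F1 mouse 1 and 0.89 ± 0.21 in F1 mouse 6. It was 0.55 ± 0.14 in the dam, 0.55 ± 0.14 in F1 mouse 2, 0.53 ± 0.15 in F1 mouse 3, 0.52 ± 0.13 in F1 mouse 4 and 0.53 ± 0.16 in F1 mouse 5. No animal lay between 0.55 and 0.89, and all 8 animals lay above 0.5, although in 5 of them only 2 to 13 of the probes were positive.

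A loss on chromosome 12 from 56200459 to 56247507, over 25 probes, averaged -0.64 ± 0.23 in the dam, -0.67 ± 0.23 in F1 mouse 2 and -0.70 ± 0.22 in F1 mouse 4. The other 5 animals lay between -0.03 and 0.01. Within it, a region of 4 probes from 56225206 to 56231639 was positive in all 3 animals. On chromosome 3 from 25417435 to 25444229, 4 probes were positive losses in the dam, F1 mouse 5 and F1 mouse 6. These 3 were the only regions of more than 1 probe positive in a parent and in 1 to 5 F1 mice. The others, all of 1 probe, are therefore given by their number. Of 41 dam losses found in 1 to 5 F1 mice, 34 were in exactly F1 mice 5 and 6. The X means of this pair, 0.91 and 0.85, and its Y means, -1.78 and -1.32, were near those of the dam, unlike those of F1 mice 1 to 4. The losses of this pair, among them those on chromosome 3, therefore followed the sex-linked signal and were not shown to be inherited. Of the 62 sire losses, 4 were found in an F1 mouse and 0 in exactly this pair. The annotation given for this work is of a later build, so the genes in these regions are not named.

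**Figure D3:**
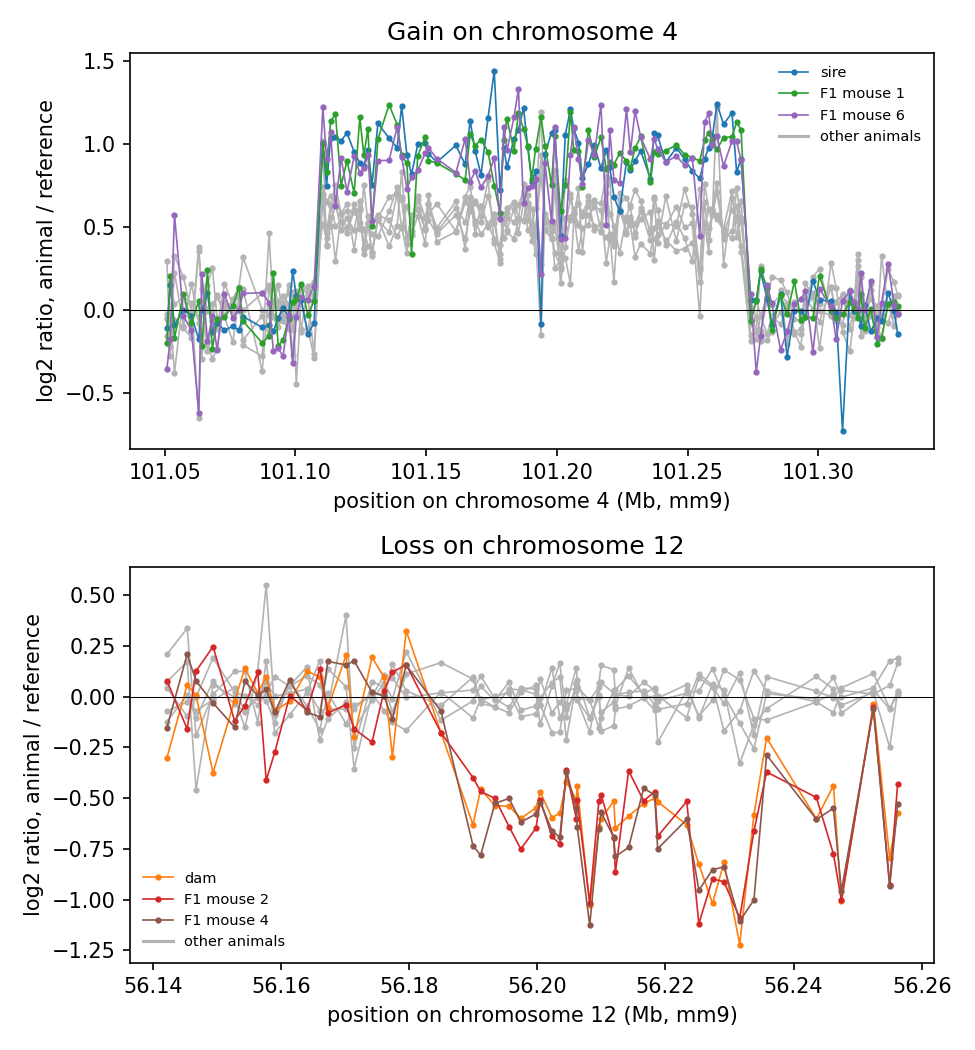
Mean log2 ratio of both orientations (y axis) against position in Mb (x axis) for a gain on chromosome 4 and a loss on chromosome 12, with the animals named in colour and the others in grey. The gain was near 0.94 in the sire and 0.55 in the dam, and the loss was at -0.64 in the dam and near 0 in the sire.

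**Figure D4:**
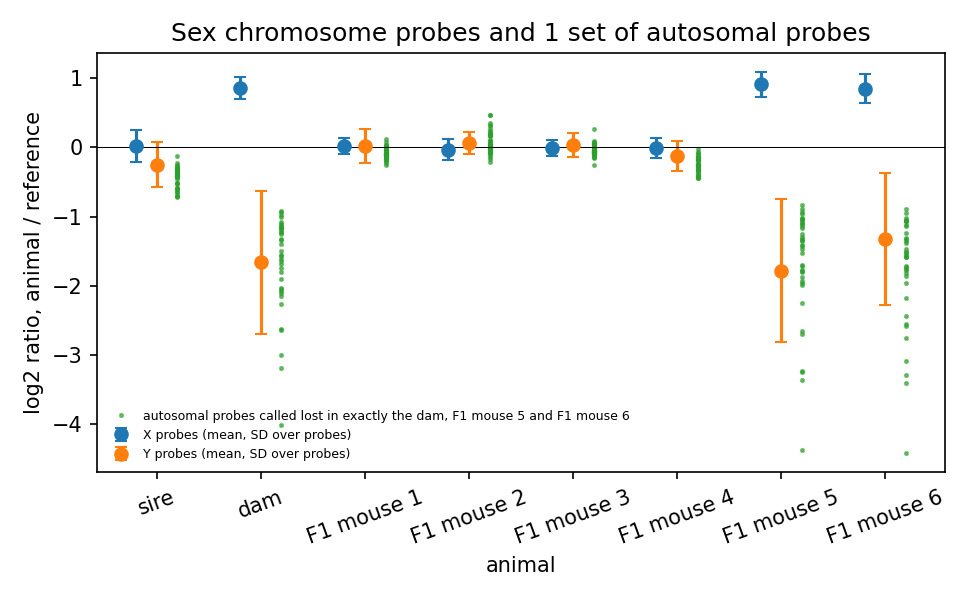
Log2 ratio (y axis) of the X and Y probes (mean and SD over probes) and of 37 autosomal probes called lost in exactly the dam, F1 mouse 5 and F1 mouse 6 (green points), by animal (x axis). The 37 probes were chosen by these calls, and their median was -1.56 in the dam and -0.41 in the sire.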

Values the study reported

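For F1 mouse 20mGyN4, the study listed a deletion of 10,224 bp on chromosome 6 with 6 positive probes in its first array CGH, involving Stra8, and another of 2367 bp on chromosome 4 with 1 positive probe. Across all families, it gave de novo deletions in 20.4% of the F1 mice of irradiated sires and in 7.1% of those of non-irradiated sires.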

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

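Of 53 results compared across the 6 F1 mice, 13 had 1 mouse set far apart from the rest, and chance alone sets 1 mouse apart in about 1 of 20 such groups. Tests on the shares of losses, the probes called lost in the dam and the chromosome 4 levels were chosen only after the result was seen. The tests on mismatched arrays and dim probes were set before their results, but that on the candidates with all other animals near 0 was set after those candidates had been seen.

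F1 mouse 4 stood apart at the chromosome 6 loss with -0.88, both as a de novo region and as a locus. F1 mouse 5 stood apart at its losses on chromosomes 7 and 19 with -0.64 and -0.62. F1 mouse 6 stood apart at its gains with 0.95 on chromosome 1, 0.53 and 0.62 on chromosome 8, 0.80 on chromosome 10 and 0.76 on chromosome 13, and at its losses with -0.85 on chromosome 4 and -0.60 on chromosome 13. These regions were chosen because 1 mouse was far from 0, so the flag repeats the choice. The chromosome 10 mean of F1 mouse 6 was -0.0085, 1 of 19 chromosome means so set apart. F1 mouse 6 also had 4187 probes past the single-probe threshold with opposite signs in its 2 arrays. In the other animals such probes ranged from 391 in F1 mouse 2 to 1612 in F1 mouse 5. In every animal they outnumbered the positive probes.

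The 1-probe candidates were most numerous in F1 mice 5 and 6. Single-copy deletions in these mice would all be losses, but 65.0% of the candidates were losses, which argues against deletions as the source of all of them. Of these candidates, 97.6% lay in the dimmest 20% of probes, which is consistent with noise of dim probes. The share was 95.2% in F1 mouse 1 as well, so dimness alone does not separate the mice. Mismatched pairs gave at least 0.39 of the true count at their median, between the bounds set for noise of single arrays. That source therefore cannot be told apart from an excess in these mice. Each was scanned alone on its day, and both had X and Y means near those of the dam. Siblings can share inherited changes, so the mismatched pairs do not hold noise alone. For F1 mouse 5, the pairs without F1 mouse 6 reached only 186 against its 274. The arrays of F1 mouse 6 had 75.9% and 85.1% of probes well above background in the green channel, the lowest of all. The 20 candidates of F1 mouse 6 with all other animals within 0.2 of 0 form a part of their own. Of these, 95% were losses, as single-copy deletions would give. Mismatched pairs with an array of F1 mouse 6 gave up to 30 such candidates, of which 27 were losses, as noise of single arrays would give, although their median was 6.5. Of the 20, 90% lay in the dimmest 20% of probes. Both sources stay open for these 20.

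The dam, F1 mouse 5 and F1 mouse 6 shared 37 lost probes on 13 chromosomes. Noise independent between animals and even over probes would give far fewer, since the product of the loss rates is 1.1e-05 probes. Arrays of different animals correlated in the same dye orientation, so the product does not cover noise shared between animals. Independent maternal deletions passed on by chance would rarely reach the same pair, but the share of transmitted probes lost in exactly these 2 mice was 0.79. Over all 106 dam-loss probes, the median was -0.54 in F1 mouse 5, the higher of the pair. It was -0.30 in the sire and -0.18 in F1 mouse 4, the lowest of F1 mice 1 to 4. These medians include the 37 probes that raised the question, and without them the medians were -0.007 in F1 mouse 5 and -0.18 in F1 mouse 6, over probes left for not being lost in this pair. That choice shaped these medians, so they cannot decide. At the 37 probes the dam had a median of -1.56 and a lowest value of -4.01, past the -1 of a single-copy loss. The median was -0.41 in the sire, -0.26 in F1 mouse 4 and between -0.09 and 0.04 in F1 mice 1 to 3. Their Y means were -0.25, -0.13 and 0.02 to 0.07, in the same order. In the dam, F1 mouse 5 and F1 mouse 6 the medians were -1.56, -1.43 and -1.57. Their Y means were -1.66, -1.78 and -1.32, not in the same order. Sequence shared with the Y chromosome would give the order seen in the sire and F1 mice 1 to 4. It was not tested by sequence and stays open. A further test, set before its result, used probes below -0.4 in both arrays of a parent but not called there. Of those of the dam, 4.8% were below -0.4 in both F1 mice 5 and 6, against 2.1% at most in the other 14 pairs of F1 mice. The share was 2.01 times that of probes chosen in the same way from the sire, between the bounds of 1.5 and 3 set for this explanation. The sire is no clean control, since its median at the 37 probes was -0.41. F1 mice 5 and 6 also had the highest share of all pairs in the sire set, at 2.4%. The ratio therefore cannot decide.

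The chromosome 4 gain had levels near 0.94 and 0.55. A low copy number in the reference alone would give all animals the same level, but the highest and lowest animals differed by 17.6 standard errors over probes. After rescaling by the X step of the dam, every animal lay within 0.097 of the level of 3 or 4 copies over 2, which is consistent with 1 or 2 added copies. The copy number of the reference itself was not measured and stays open.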

How the results depend on the processing

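The alternatives that left out F1 mice 5 and 6, required other animals near 0 or removed each probe's dye effect were chosen after seeing the data, as were the count of de novo regions with 3 or more probes and the chromosome 6 mean over all 6 probes. The chromosome 6 loss of F1 mouse 4, averaged over all 6 probes, lay from -0.89 to -0.65 under the 8 alternatives for the values or the array used, but was no de novo region when no parental array could pass 0.5. Only 3 probes stayed positive with strict thresholds and 2 with normexp, where the 6 averaged -0.65 ± 0.23 (SD over probes) against -0.88 ± 0.19. The software's own ratios, wave correction, mean centring, outlier spots kept, no joining, wider joining and removal of the dye effect moved no count by over 1.5 times. Regions positive in a parent and in 1 to 5 F1 mice are called segregating here. Of the 55 in the main analysis, 34 were dam losses in exactly F1 mice 5 and 6, and inheritance was not shown for them. The term rests on calls alone, since a 1-probe gain on chromosome 13 counted among the 55 was at 1.23 to 2.31 in all 8 animals. The main counts were 1207 de novo candidates, 17 de novo deletions of 2 or more probes and 2 de novo regions of 3 or more probes. They also included a median of 155 positive probes per animal and 55 segregating regions. In that order of results, strict thresholds gave 299 candidates, 1 deletion, 1 region of 3 or more probes and 78 positive probes. Loose thresholds gave 5056 candidates, 94 deletions, 529.5 positive probes and 143 segregating regions. The mean of both orientations gave 8939, 344, 11, 851 and 267. The Cy5 array alone gave 66223, 11998, 1416, 12019.5 and 8297, and the Cy3 array alone gave 70278, 6746, 1318, 12751 and 8371. Normexp gave 20 candidates, 3 deletions, 0 regions of 3 or more probes and 49 positive probes, with 0.54 for the X probes and -0.52 for the Y probes of the dam. The limits were not changed for the smaller ratios of normexp. The value table gave 1 region of 3 or more probes. Without dim probes there were 138 candidates, 8 deletions and 57.5 positive probes, and the largest autosome mean was -0.015 against -0.0093. That filter was set largely by 1 array of F1 mouse 6. With no parental array past 0.5 there were 615 candidates, 6 deletions and 0 regions of 3 or more probes. With small parental means there were 778 candidates and 1 region of 3 or more probes. Sliding windows, which span 5 probes by construction, gave 151 candidates, 117 deletions and 151 regions of 3 or more probes. Scan days 4 and 5, with 1 mouse each, had 325 and 708 positive probes. Without F1 mice 5 and 6 there were 334 candidates and 8 deletions. With other animals near 0 there were 337 candidates, 10 deletions and 1 region of 3 or more probes. Leaving out each F1 mouse gave 612 to 1141 candidates, lowest without F1 mouse 6, and 0 to 2 regions of 3 or more probes, with 0 without F1 mouse 4. Apart from parental limits, windows and left-out mice, the cause was not tested. The preset gene list alternatives were not run. Of the 1-probe candidates, 95.2% in F1 mouse 1 to 97.8% in F1 mouse 6 lay in the dimmest 20% of probes. Whether dim signal caused these calls was not settled.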

Other observations

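The probes called lost in the sire had medians between -0.14 and 0.002 in the F1 mice.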
